A study of Streptomyces avermitilis with 22 samples. Its data were reported in "Transcriptome and translatome profiles of Streptomyces species in different growth phases" (2020).

How the data were processed

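The samples were 22 libraries of Streptomyces avermitilis MA-4680 grown in liquid culture. They comprise 8 RNA-Seq and 8 ribosome profiling libraries from 4 growth phases, 2 libraries per phase and assay, and 2 treated 5′ end, 2 untreated 5′ end and 2 3′ end libraries. Groups were taken from the sample titles. One characteristic of the E samples names a mid-exponential phase (M), which the titles and harvest times contradict, and the samples were kept in E.

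The authors mapped trimmed reads to the genome in CLC Genomics Workbench, ignored reads with non-specific matches, counted reads per gene and normalized the counts with DESeq2. The deposited signal values are the authors' normalized read counts averaged over the 2 libraries of a phase. The deposited log2 values are the authors' fold changes of T, L or S over E, positive where the later phase was higher. Beside each of them stands the authors' deposited p-value, without adjustment. A further mark in the deposited tables is given to genes with an unadjusted p under 0.05 and an absolute log2 fold change of at least 1 in some comparison, and all 7673 entries of each table followed that rule. The marks cover 3631 protein-coding genes in RNA-Seq and 2974 in ribosome profiling. The score of each start site or 3′ end in the deposited site tables is a signal intensity whose normalization is not stated, negative on the minus strand, and the files do not state how sites were called. The other site columns hold position, strand, gene and class, per the file headers. All but 1 of the ribosome profiling libraries were sequenced in 2 rounds and merged, and the exception, replicate 1 of E, forms a batch of a single library. Values without it therefore come from libraries of the other kind alone.

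Because the deposited values are means of the libraries of a phase, the counts of both libraries were recovered before fitting. A mean of 2 normalized counts is a sum of whole reads divided by the size factors, so the size factors of each phase were estimated from the means themselves and every mean was resolved into a pair of whole reads where exactly 1 pair matched within the 10 significant digits printed. The recovered libraries of a phase are called deeper and shallower by size factor. In ribosome profiling, the deeper library of each phase was taken as replicate 1, by the order of the read numbers that the study lists per replicate. In RNA-Seq the study lists only reads over the whole genome, RNA genes included, so the libraries were not matched to replicate numbers. On simulated data, 5768 of 5770 means were resolved, all of them into the true reads. As a further check, DESeq2 was run on the recovered reads with its prior on fold changes. Across genes, its fold changes correlated with those in the authors' deposited table with Pearson's r from 0.997 (ribosome profiling, T) to above 0.999 (RNA-Seq, all comparisons). Fold changes rest mainly on the phase means, which every resolved pair reproduces, so they say little about the split between libraries. The p-values depend on that split. Their Spearman correlation with the authors' p-values ranged from 0.994 (ribosome profiling, T) to 0.999 (RNA-Seq, all comparisons). Means that could not be resolved were left out of every fit on libraries.

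The planned test for each comparison was edgeR on deposited counts or, with normalized values alone, limma-trend on log2 of the value plus 1. For T, L and S against E the tables carry the authors' own test, so the deposited p-values of protein-coding genes were adjusted by Benjamini-Hochberg, with a threshold of 0.05, and edgeR, DESeq2 and limma-trend on the recovered reads served as alternatives. For L against T, S against L and translational efficiency, limma-trend was used on log2 of the recovered normalized value plus a pseudocount of 1, on genes kept by edgeR's expression filter (6330 for RNA-Seq, 5620 for ribosome profiling, 5331 for both). Translational efficiency was the interaction of assay and phase over the 16 libraries. Counts were simulated with 200 changed genes, all with the same size of change in S, up or down. The dispersion was fixed at 0.03 for RNA-Seq, 0.06 for ribosome profiling and 0.05 for translational efficiency. That size lay above the median absolute log2 change of the genes called by limma-trend (0.91 to 1.7 over its comparisons). The shares therefore do not give the sensitivity to the actual changes. On these counts, limma-trend called 194 (97.0%) for RNA-Seq, 175 (87.5%) for ribosome profiling and 148 (74.0%) for translational efficiency. It also called 9, 16 and 14 unchanged genes, which were 4.43%, 8.38% and 8.64% of its calls. Under the other scalings and tools tried, the median over genes of the difference from the log2 change of limma-trend with the recovered size factors was at most 0.052 in size, so no shift was applied.

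Lists of genes were tested with camera on z-scores from the authors' p-values, with a preset correlation of 0.01 between genes, as a 2-sided test, adjusted over the 10 list tests that could be run of the 12 planned. For translational efficiency the z-score was the difference between the authors' fold changes over its standard error. The ranges of locus tags were SAVERM_935 to SAVERM_954 (avermectin, a name that the reference bears out through aveC), SAVERM_2890 to SAVERM_2902 and SAVERM_407 to SAVERM_419, which are called by their tags because the files do not name a product. Ribosomal protein genes were the 55 genes with symbols beginning rps, rpl or rpm. Fits on libraries were run for a list where at least 80% of its members could be resolved, and those list tests were adjusted over the 4 that could be run. Slopes were compared with 100 simulated data sets per comparison, drawn with the standard errors of the fits, and a slope was called lower when fewer than 5 simulated slopes lay below it. Pairings of libraries were tested exactly over all pairings, and leaderless genes with 100000 permutations. Translational efficiency in a single phase was taken for genes with at least 10 normalized reads in both assays.

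Gene names and the order of neighbouring genes came from the RefSeq annotation of ASM976v2, in which 7439 of the 7673 identifiers were found. The deposited files name no genome build. The reference sequence that the study names was not among the files used and seems to belong to another species, so the distances between sites and gene boundaries rest on a check of this annotation against the site table. Of 2010 start sites of class P, 493 (24.5%) lay exactly on the boundary of their gene, and at most 25 lay at any other distance up to 30 nt. Each site kept the gene that the authors gave it, because the annotation used here holds no strands. The 95% intervals are Wilson intervals for shares and cover counting error alone.

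The genes named were chosen by a fixed rule. For RNA-Seq, ribosome profiling and translational efficiency in S against E, these were the 3 genes with the largest rise and the 3 with the largest fall among protein-coding genes past the threshold, with both libraries of a phase beyond both of the other and a mean of at least 100 counts. Where a phase could not be resolved, the condition on libraries could not be checked and the gene was kept. For T and L against E the top gene in each direction was named. The largest and smallest change of each list, and up to 5 start sites and 5 3′ ends of the named genes in order of position, were added. Genes inside the run without RNA-Seq reads and the leading tRNA genes were named outside this rule, after their values were seen. The comparisons, tests, gene lists, naming rule and most alternatives were fixed before the data were examined.

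Alternatives covered the normalization (TMM or DESeq2 size factors), the test (edgeR, DESeq2, limma-trend), the filter on low counts (none, a mean of at least 50, and for slopes at least 500), the libraries in the model, each library left out in turn, the inclusion of RNA genes, a fold threshold, the form of the list test, and the window, classes and strength of sites. Limma-trend on recovered libraries for T, L and S against E, TMM factors in limma-trend, the minimum of 500 counts, camera on recovered libraries and the sites of class S alone were added after the data were seen. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.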

Results

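The data came from 22 libraries of Streptomyces avermitilis MA-4680, a soil bacterium that makes avermectin. RNA-Seq and ribosome profiling, which sequences the mRNA fragments covered by ribosomes, were each run on 8 libraries. These were 2 libraries from each of 4 growth phases, harvested 13 h (early exponential, E), 17 h (transition, T), 19.5 h (late exponential, L) and 33.5 h (stationary, S) after inoculation. The remaining libraries mapped transcript ends, with 2 treated and 2 untreated libraries for 5′ ends and 2 libraries for 3′ ends. One label of the E samples names a mid-exponential phase with the letter M, whereas their titles and the growth protocol give E, the name used here. Both expression tables held 7673 features, of which 7583 were protein-coding genes and 89 were RNA genes. Their columns are phase means, so the values of the 2 libraries of each phase were recovered from them as whole reads where possible.

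Over the protein-coding genes, the authors' phase means of normalized reads summed to 11701800 in E, 9588840 in T, 9871300 in L and 11051300 in S for RNA-Seq. The corresponding sums for ribosome profiling were 4152140, 3191630, 2736340 and 2887770. The reads of both libraries could be resolved for 96.5% (L) to 98.6% (E) of the RNA-Seq values above 0, and for 99.3% (E) to 99.8% (T) of the ribosome profiling values. The unresolved values were mostly those of the most abundant genes, so the resolved genes held between 47.1% (RNA-Seq, L) and 87.0% (ribosome profiling, T) of the sums. Within the resolved protein-coding genes, RNA-Seq libraries held between 4526741 reads (S, shallower library) and 6725992 reads (E, deeper library). Ribosome profiling libraries held between 1276195 reads (E, shallower library) and 5756653 reads (E, deeper library). The size factors of the 2 ribosome profiling libraries of E differed 4.24-fold, the widest gap of the 8 pairs.

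Whether the libraries of a phase resembled each other was tested on the resolved genes. In RNA-Seq, the mean Euclidean distance between the 2 libraries of a phase was 37.4 on the log2 scale, against 93.9 over all pairings (6330 genes). No other way to pair the 8 libraries was as close (p = 0.00952, one-sided exact permutation test, the smallest p that this design can give). In ribosome profiling, the distance was 43.2 against 88.0 (5620 genes), and again no other pairing was as close (p = 0.00952, one-sided exact permutation test). Both p-values were unchanged on log2 CPM, on the 500 most variable genes and with a distance from Spearman's rho. The first 2 principal components held 66.5% and 18.3% of the variance in RNA-Seq and 66.4% and 15.6% in ribosome profiling. For genes with at least 100 normalized reads, the SD of the log2 difference between the 2 libraries was lowest in L, at 0.17 for RNA-Seq and 0.22 for ribosome profiling. It was highest in S, at 0.55 and 0.50. By the median absolute log2 difference, the libraries of S differed most in RNA-Seq (0.21), whereas in ribosome profiling those of E did (0.24, against 0.14 in S). In every phase the 2 libraries differed by more than counting noise, with a median chi-square between 3.37 (RNA-Seq, L) and 10.1 (ribosome profiling, E) times that of counting noise.

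Which genes change in transcript abundance between growth phases was asked first against E. After Benjamini-Hochberg adjustment of the p-values in the authors' deposited table, 2307 of 7205 protein-coding genes had changed in T (1243 higher, 1064 lower), 3381 in L (1735 higher, 1646 lower) and 4331 in S (2186 higher, 2145 lower). Requiring in addition an absolute log2 fold change of at least 1 moved these counts most, to 999 in T (781 higher, 218 lower), 2019 in L (1235 higher, 784 lower) and 3087 in S (1762 higher, 1325 lower). Among genes of the naming rule in the authors' deposited table, the largest rises in S were in SAVERM_7502 (log2 fold change 11.25), SAVERM_7503 (lanKC, 10.08) and SAVERM_7501 (9.46). The authors' mean of SAVERM_7501 was 26.5 in E and 21174 in S. For SAVERM_7502 and SAVERM_7503 the S means could not be resolved, so the order of their single libraries could not be checked. The largest falls in S in the authors' deposited table were in SAVERM_3199 (-8.51), SAVERM_3196 (-8.35) and SAVERM_3197 (-8.17). The authors' mean of SAVERM_3197 was 21957 in E and 72.4 in S. In T the authors' deposited table placed SAVERM_5874 highest (7.59) and SAVERM_6418 lowest (-3.73), and in L it placed SAVERM_7502 highest (8.05, single libraries not resolved) and SAVERM_7062 lowest (-4.87).

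Between successive later phases, limma-trend on the recovered libraries found 1884 of 6330 genes changed in RNA-Seq from T to L (1036 higher, 848 lower) and 2480 from L to S (1158 higher, 1322 lower). These counts depended on single libraries, which limma-trend weighed by assuming that a lone library varies as the other phases do. From T to L, the count was 1146 without the shallower T library, 1075 without the deeper L library and 955 without the shallower L library. From L to S, it was 1542 without the deeper and 1467 without the shallower L library.

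In ribosome profiling, which measures how many ribosomes cover the transcripts of a gene, the p-values in the authors' deposited table gave 1546 of 7494 protein-coding genes changed in T against E (756 higher, 790 lower). The same adjustment gave 2121 genes in L (1047 higher, 1074 lower) and 2984 in S (1499 higher, 1485 lower). With an absolute log2 fold change of at least 1 as well, the counts were 905 in T (594 higher, 311 lower), 1494 in L (880 higher, 614 lower) and 2425 in S (1315 higher, 1110 lower). By limma-trend on the recovered libraries, the counts were 1883, 2466 and 3356, and without the deeper library of E, the only one sequenced in a single round, they were 1746, 2366 and 3288. In S the authors' deposited table gave the largest rises to SAVERM_7503 (lanKC, 9.47), SAVERM_7502 (9.37) and SAVERM_7585 (9.10), where the S means of the last pair could not be resolved into libraries. The largest falls in the authors' deposited table were in SAVERM_3202 (-5.81), SAVERM_3789 (-5.06) and SAVERM_6418 (-5.02). The 2 E libraries of SAVERM_3202 held 8268 and 611 reads. In T, SAVERM_5874 was listed at 0 in E and at the authors' mean of 318 in T, and in L, SAVERM_3084 was listed at 0 in E and at the authors' mean of 331 in L. SAVERM_3843 had the lowest value of the authors' deposited table in both T (-3.91) and L (-4.77).

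Between T and L, limma-trend found 619 of 5620 genes changed in ribosome profiling (337 higher, 282 lower), and between L and S it found 1406 (655 higher, 751 lower). Here too the counts fell when any single library of the compared phases was left out. From T to L the count fell to 254 without the deeper T library, 88 without the deeper L library and 145 without the shallower L library. From L to S it fell to 590 and 610 without the deeper and the shallower L library, and to 657 and 721 without the deeper and the shallower S library. With only the 4 libraries of L and S in the model, the count rose to 2274.

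**Figure D1:**
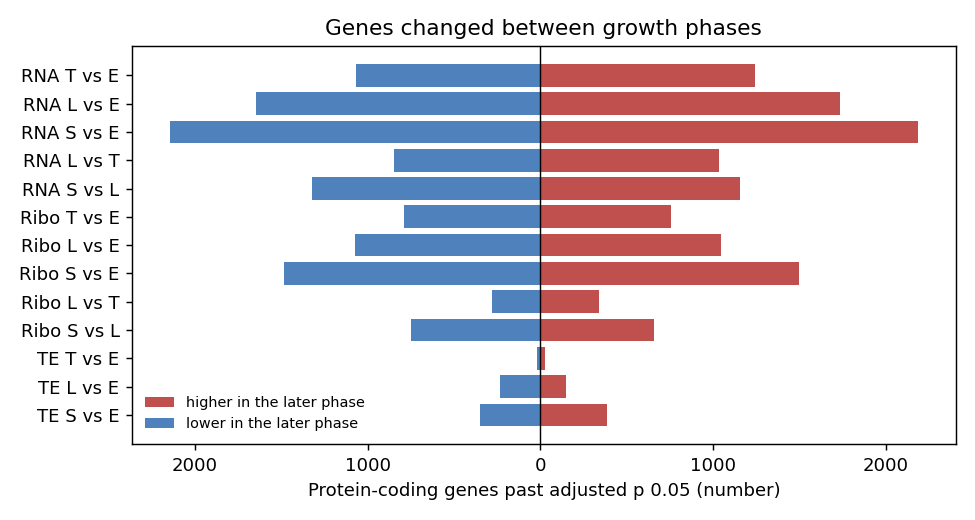
Number of protein-coding genes past an adjusted p of 0.05 in each comparison, with genes higher in the later phase to the right of 0 and genes lower to the left. RNA stands for RNA-Seq, Ribo for ribosome profiling and TE for translational efficiency, and the S against E counts (4331, 2984 and 735) were the largest of each assay.

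Whether translation followed transcript abundance was examined across genes, which are not independent replicates. Of the genes called in both assays, 1184 of 1189 had changed in the same direction in T, 1754 of 1774 in L and 2610 of 2640 in S. Across 7174 genes, Pearson's r between the log2 fold changes of the 2 assays in the authors' deposited table was 0.765 in T, 0.817 in L and 0.870 in S, and Spearman's rho was 0.651, 0.713 and 0.804. The least-squares slope of the ribosome profiling change on the RNA-Seq change, from limma-trend on 5331 genes, was 0.853 in T, 0.771 in L and 0.844 in S. In 100 simulated data sets in which ribosome profiling followed RNA-Seq exactly, with the noise of the fits, the mean slope was 0.933, 0.967 and 0.982, and no simulated slope was as low as the observed one in any of the 3 comparisons. Restricting the T comparison to 801 genes with at least 500 counts in both assays raised the slope to 0.972, above the simulated mean of 0.924. Without the shallower ribosome profiling library of E, the T slope was 0.918, with 2 of 100 simulated slopes below it.

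**Figure D2:**
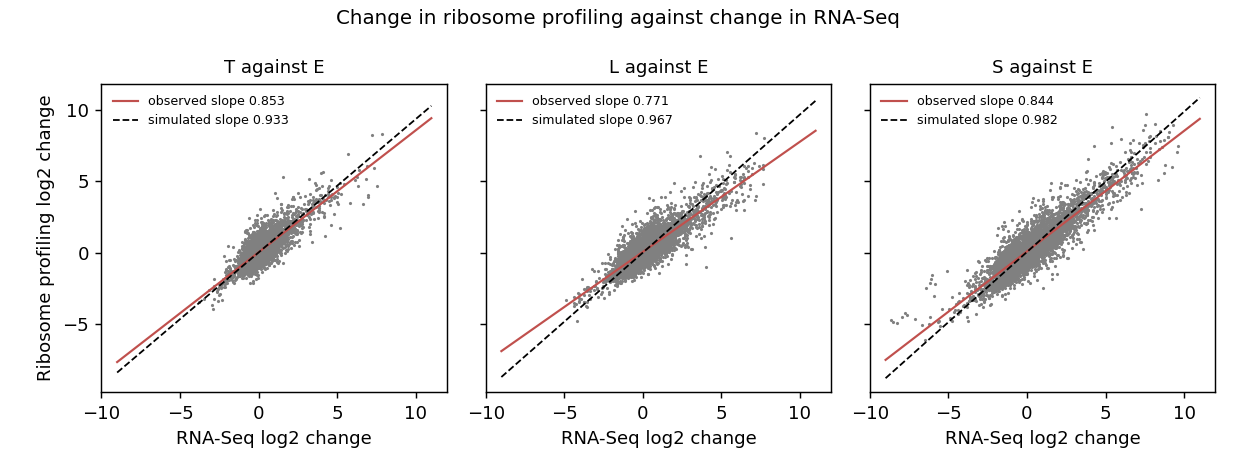
Log2 change in ribosome profiling against log2 change in RNA-Seq for 5331 genes (points), in T, L and S against E. The solid line has the observed slope (0.853, 0.771 and 0.844) and the dashed line the mean simulated slope (0.933, 0.967 and 0.982), both through the mean of the points.

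Translational efficiency is the ratio of ribosome profiling to RNA-Seq, and its change was tested as the difference between the changes of the 2 assays. By limma-trend on 5331 genes, it had changed for 51 genes in T (29 higher, 22 lower), 377 in L (146 higher, 231 lower) and 735 in S (386 higher, 349 lower). With only the libraries of the 2 compared phases in the model, limma-trend gave 0 genes in T, with 453 at an unadjusted p under 0.05, and 314 genes in S. For T, edgeR gave 34 genes with TMM factors and 38 with DESeq2 size factors, and DESeq2 gave 74, all from the full set of libraries. The T count was 10 and 19 without the deeper and the shallower RNA-Seq library of E, 12 and 1 without those of T, and 170 and 228 without the deeper and the shallower ribosome profiling library of E. The L count was 235 and 226 without the deeper and the shallower RNA-Seq library of E, 140 and 108 without those of L, 176 and 189 without the ribosome profiling libraries of L, and 694 without the deeper ribosome profiling library of E. The S count was 487 and 483 without the deeper and the shallower RNA-Seq library of E, 459 without the deeper RNA-Seq library of S, 1107 without the deeper ribosome profiling library of E and 369 without the shallower ribosome profiling library of S.

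In S, the largest rises in translational efficiency were in SAVERM_4351 (paaD, log2 change 4.49, adjusted p = 1.69e-06 by limma-trend), SAVERM_4354 (paaA, 4.30) and SAVERM_4353 (paaB, 4.05). These genes fell in both assays. For SAVERM_4354, normalized RNA-Seq values were 3139 and 2698 in the E libraries and 36.2 and 45.3 in the S libraries, and ribosome profiling values were 694 and 610 in E and 158 and 209 in S. The largest falls were in SAVERM_5941 (-3.42), SAVERM_1714 (-3.11, adjusted p = 1.82e-06 by limma-trend) and SAVERM_3249 (-2.91). For SAVERM_1714, RNA-Seq values were 2376 and 1939 in E and 7076 and 6116 in S, whereas ribosome profiling values were 1091 and 1343 in E and 434 and 423 in S.

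Whether the genes of avermectin and other gene groups change as growth ceases was addressed with 4 fixed lists. The avermectin list (SAVERM_935 to SAVERM_954, 20 genes) rose from E to S in RNA-Seq, with a median log2 fold change of 3.16 in the authors' deposited table and all 20 members higher (camera, adjusted p = 4.57e-05). All 20 members were past the threshold over all genes, and 20 were when adjusted over the list alone. In ribosome profiling the median in the authors' deposited table was 2.59, with all 20 higher and 18 past the threshold over all genes and 18 adjusted over the list alone (camera, adjusted p = 0.00249). The extremes in the authors' deposited table were SAVERM_940 (aveC, 5.31) and SAVERM_954 (0.75) in RNA-Seq. In ribosome profiling, SAVERM_947 (rfbA) was listed at 0 in E and at the authors' mean of 22.6 in S, and SAVERM_954 changed by 0.18 in the authors' deposited table. The change in translational efficiency, as the difference between both assays in the authors' deposited table, had a median of -0.59 with 18 of 20 members lower (camera, adjusted p = 0.0737). Of 18 members tested singly by limma-trend, 0 passed the threshold over all genes and 0 adjusted over the list alone. On the recovered libraries, the adjusted p of that list test was 0.0497 with camera, 0.0539 with camera and TMM factors, 0.0726 under fry and 0.234 with the correlation between genes estimated. Without the deeper or the shallower library, camera gave 0.0945 and 0.0424 for RNA-Seq of E, 0.00912 and 0.289 for RNA-Seq of S, 0.0072 and 0.273 for ribosome profiling of E, and 0.175 and 0.0152 for ribosome profiling of S.

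The list SAVERM_2890 to SAVERM_2902 (13 genes) rose more, with a median in the authors' deposited table of 4.56 in RNA-Seq (13 of 13 members higher, camera, adjusted p = 6.25e-24) and 4.37 in ribosome profiling (12 of 13 higher, adjusted p = 5.86e-39). In RNA-Seq 12 members passed the threshold, over all genes and adjusted over the list alone, and in ribosome profiling 11 did both ways. SAVERM_2893 rose most in the authors' deposited table in both assays (5.63 and 5.66). SAVERM_2902 changed least in RNA-Seq (0.21), and SAVERM_2900 held 0 and 6 ribosome profiling reads in the E libraries and 6 and 1 in the S libraries, too few to show a direction. The difference between both assays in the authors' deposited table had a median of -0.20 (5 members higher, 8 lower, camera, adjusted p = 0.376), and of 6 members tested singly by limma-trend 0 passed the threshold. With the correlation between genes estimated from the libraries, the adjusted p was 0.0757 for the avermectin list in both assays and for SAVERM_2890 to SAVERM_2902 in ribosome profiling, so none of these 3 calls held in that form, whereas all 3 held under fry. The other list tests past the threshold could not be run in these forms, since too few members were resolved.

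The 13 genes SAVERM_407 to SAVERM_419 lay inside a run of neighbouring genes almost without RNA-Seq reads (SAVERM_120 to SAVERM_450). A single RNA-Seq read, in an S library, fell on SAVERM_418 and none on the other members, so the list could not be tested in RNA-Seq or in translational efficiency. In ribosome profiling, 12 members had reads, their median change in the authors' deposited table was 0.12 (6 higher, 6 lower) and 0 passed the threshold over all genes or adjusted over the list alone (camera, adjusted p = 0.869). The extreme members, SAVERM_408 and SAVERM_414 (ccrA), held at most 4 reads in any library of E or S. The 55 ribosomal protein genes fell from E to S, with a median in the authors' deposited table of -1.40 in RNA-Seq (55 of 55 members lower, 50 past the threshold over all genes and 50 adjusted over the list alone, camera, adjusted p = 2.72e-11). In ribosome profiling the median was -1.96 in the authors' deposited table (54 of 55 lower, 50 past the threshold over all genes and 52 adjusted over the list alone, adjusted p = 4.84e-29). The difference between both assays in the authors' deposited table had a median of -0.52 (48 of 55 lower, camera, adjusted p = 8.14e-10), and of 7 members tested singly by limma-trend 1 passed the threshold both ways. The smallest and largest changes in RNA-Seq in the authors' deposited table were in SAVERM_5560 (rpsT, -0.14, adjusted p = 0.481) and SAVERM_4932 (rpsC, -1.81). The sign of the rpsT change was positive (0.03) without the deeper RNA-Seq library of S. In ribosome profiling SAVERM_4937 (rplX) fell most in the authors' deposited table (-3.25), and SAVERM_4643 (rpmG) held between 1 and 7 reads per library of E and S, too few to show a direction.

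**Figure D3:**
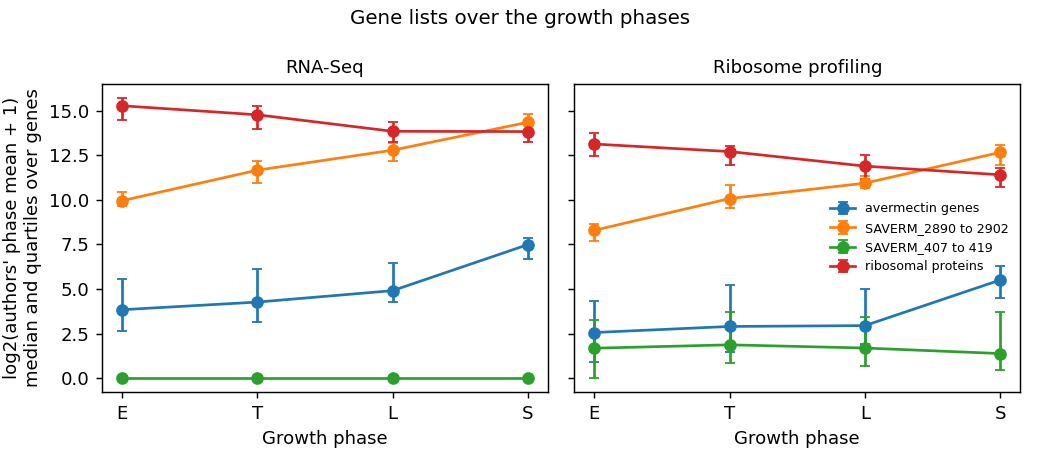
Median and quartiles over the genes of each list of log2 of the authors' phase mean plus 1, for RNA-Seq and ribosome profiling in the 4 growth phases. The median of the authors' deposited log2 fold changes from E to S in RNA-Seq was 3.16 for the avermectin genes and 4.56 for SAVERM_2890 to SAVERM_2902. It was -1.40 for the ribosomal protein genes. These medians of fold changes are not the differences between the plotted medians.

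Of the 7583 protein-coding genes, 378 were listed at 0 in every phase of RNA-Seq and 89 in every phase of ribosome profiling. The RNA-Seq zeros were concentrated in one stretch near an end of the gene order of the reference. From SAVERM_120 to SAVERM_450, 317 of 336 neighbouring genes (94.3%) were at 0, against 61 of 7247 genes (0.842%) elsewhere. The flanking genes were expressed, with authors' means summed over the phases of 382 for SAVERM_119 and 598 for SAVERM_451. Of the 19 genes with reads in the run, 8 reached a sum of at least 100, led by SAVERM_240 (2574), SAVERM_227 (1966) and SAVERM_241 (1820). The tables of transcript ends held 2 start sites and 3 ends of transcripts linked to the run, where 104.6 and 89.4 would fall at the average density per gene.

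**Figure D4:**
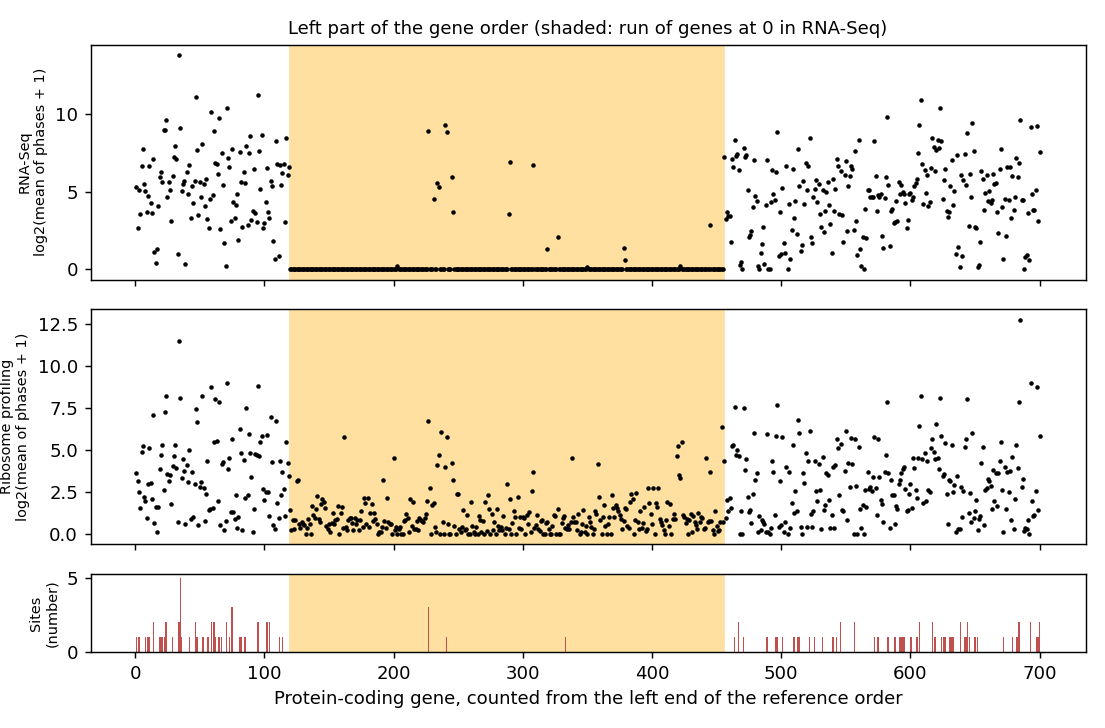
Log2 of the mean over the authors' 4 phase means plus 1 in RNA-Seq (top) and ribosome profiling (middle), and the number of linked start sites and transcript ends (bottom), for the genes at one end of the order of the reference. In the shaded run 317 of 336 genes were at 0 in RNA-Seq and 5 sites were linked to its genes.

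The table of transcription start sites held 2361 sites, 1198 of them on the plus strand, each with a signal, the associated gene and a class letter that the files do not explain. The letters were P for 2021 sites, N for 111, S for 98, A for 90 and I for 41. The table of 3′ ends held 2017 sites, 1026 of them on the minus strand, of class P (1301), N (197), A (185), S (173) and C (161). Neither table holds values per library, so treated and untreated libraries could not be compared. The lengths of untranslated regions were taken from the sites of classes P and S that lay within 500 nt of the boundary of their gene. The 5′ untranslated region had a median length of 46 nt over 2051 sites (95% confidence interval of the median 43 to 49), with quartiles of 3 and 104 nt. Of these sites, 533 (26.0%, 95% Wilson interval 24.1% to 27.9%) lay 0 to 8 nt from the gene and were counted as leaderless. The share changed most among the class S sites, of which 1.06% were leaderless and whose median was 130 nt. The 3′ untranslated region had a median of 72 nt over 1462 sites (70 to 77), with quartiles of 51 and 133 nt, and changed most, to 65 nt, among the sites of higher signal.

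**Figure D5:**
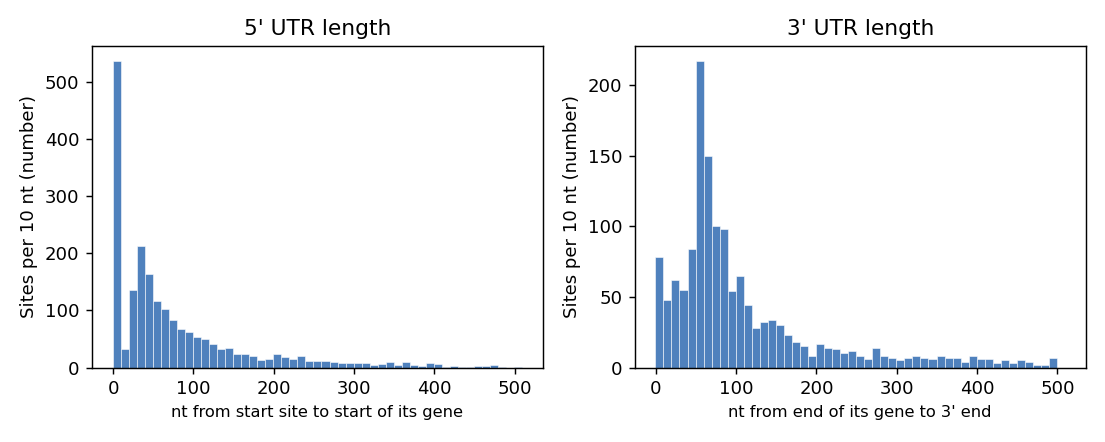
Number of sites per 10 nt of distance between a start site and the start of its gene (left, 2051 sites) and between the end of a gene and its 3′ end site (right, 1462 sites). The first bar on the left, from 0 to 9 nt, includes the 533 sites counted as leaderless.

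Of the genes named above, SAVERM_954 had a start site at position 1213312 on the plus strand (class P, 0 nt) and SAVERM_947 one at 1206753 on the minus strand (class P, 42 nt). Start sites lay at 3995016 for SAVERM_3202 (minus strand, 160 nt), at 4748233 for SAVERM_3843 (minus strand, 56 nt) and at 6724922 for SAVERM_5560 (minus strand, 95 nt). The 3′ ends of class P lay at 2093846 for SAVERM_1714 (71 nt), at 3630185 for SAVERM_2902 (182 nt) and at 3994003 for SAVERM_3202 (104 nt), all on the minus strand. Sites of class A were linked to SAVERM_954 (1214089, minus strand) and SAVERM_2902 (3630629, plus strand). Positions are those of the authors' deposited files, which name no genome build, and the reference sequence named by the study seems to belong to another species.

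Whether transcripts without a leader carry another ribosome density was tested in E. Mean log2 translational efficiency was -1.75 (SD 1.08) over 479 genes with leaderless start sites alone and -1.47 (SD 1.12) over 1307 genes with leadered start sites alone, a difference of -0.28. The 2-sided permutation test gave p = 1e-05, the smallest that 100000 resamples can give, and genes are not independent replicates. Restricting the test to genes with at least 50 counts moved the difference most within E, to -0.16 (permutation p = 0.0109). The difference was -0.37 in T, -0.26 in L and -0.14 in S (permutation p = 0.00673). In E it was -0.32 without the deeper library of each assay and -0.24 without the shallower.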

Values the study reported

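For this species, the study reported 16,430,039 RNA-Seq reads on average per run, and uniquely mapped percentages of RNA-Seq reads ranging from 76.91% to 95.09%.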

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

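In this part, the tests on weak transcription and on the RNA-Seq change of the RNA genes were set before their results were seen, and the remaining tests were chosen only after the result was seen.

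RNA genes, which the comparisons above include only as an alternative, took a large part of ribosome profiling in S. They held 65.5% of the summed authors' phase means in S, against 21.5% in E, 7.84% in T and 22.2% in L, and in RNA-Seq between 16.1% (E) and 28.0% (L). The signal drew attention because it lies outside the protein-coding genes and above the other phases. Transfer RNA genes alone held 64.2% of ribosome profiling in S. Only 2 genes, SAVERM_t37 and SAVERM_t22, held 83.7% of the RNA gene sum in S. The leading 2 genes of the other phases held 81.6% in E, 47.7% in T and 76.1% in L. In RNA-Seq the leading 2 genes held between 99.1% (E) and 99.7% (S), so such a concentration does not set S apart. The RNA gene sum in ribosome profiling rose from 1138630 in E to 5476890 in S, and SAVERM_t37 and SAVERM_t22 held most of that rise. Why they took more of the reads in S stays open. SAVERM_t37 was listed at 3434720 in S and 467282 in E. The authors' normalization by size factors, which follow the median gene, does not remove such a share from the table. In RNA-Seq, SAVERM_t22 fell from 447 to 238 normalized reads between E and S (log2 fold change of -0.90 in the authors' deposited table). In ribosome profiling it rose from 68175 to 1151920 (3.38 in the authors' deposited table). SAVERM_t43 and SAVERM_t11 also fell in RNA-Seq (-1.30 and -1.52) and rose in ribosome profiling (3.91 and 3.18). Transfer RNA genes together held 0.132% of RNA-Seq in E and 0.0655% in S. For SAVERM_t22, SAVERM_t43 and SAVERM_t11, these values show no rise in RNA-Seq beside the rise in ribosome profiling. They do not decide whether the cells held more of the RNA, since RNA-Seq libraries may lose RNA of that length. Whether the loss differed between phases was not tested. SAVERM_t37 was at the floor in RNA-Seq in every phase, so whether the cells held more of it stays open as well. The study itself reported reads in RNA genes, most of them in tRNA genes. It proposes that these may be pieces of tRNA and rRNA held by ribosomes and enriched when ribosomes were recovered. That proposal is not specific to S. The growth phase itself stays among the open explanations, as do differences between library preparations, for which the labels give no test. The depth left for protein-coding genes was not the lowest in S, with 3166272 and 2010101 reads in the resolved genes of its libraries against 2628194 and 1716859 in T.

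A second signal was found in the run from SAVERM_120 to SAVERM_450. Of its 317 genes at 0 in every phase of RNA-Seq, 275 (86.8%) had ribosome profiling reads, and the comparisons of RNA-Seq and translational efficiency leave these genes out. The level was low, with a median of 0.640 normalized reads in the run and 7.64 in the 200 genes beside it. Several explanations of the zeros were weighed. Weak transcription alone is argued against, since among 216 genes elsewhere with ribosome profiling values as low only 28 (13.0%) were at 0 in RNA-Seq. Absence of the DNA of the whole run from the cultured strain is argued against by 5 start sites and 3′ ends inside it and by its 19 genes with RNA-Seq reads. Absence of the DNA of the genes at 0 alone, as a strain variant, stays open, because 1 site was linked to them and no DNA was sequenced. Reads shared with other copies of the genes, which the authors ignored as non-specific in both assays, were weighed next. Copies among the listed genes elsewhere would lose their reads too, and only 61 of 7247 coding genes outside the run were at 0 in RNA-Seq. Beside the 317 in the run, this argues against such copies for most of the genes at 0. Copies inside the run or outside the listed genes stay open. The 86.8% with ribosome profiling reads would argue against shared reads, but most of those values lie near the floor.

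The ribosome profiling reads in the run were weighed in the same way. If the cultures for ribosome profiling had kept DNA that those for RNA-Seq lacked, the run could approach the genes beside it, and the highest ratio of medians over the 4 phases was 0.109 (T), which weak expression would also give, so this stays open. That ratio depends on the library, being 0 in the deeper and 0.2 in the shallower library of T, and 0.0769 and 0.143 in those of L, while it was 0 in both libraries of E and of S. The reads themselves came unequally from the 2 libraries, with 176 in the deeper and 468 in the shallower library of E (11.3-fold apart after normalization), 340 and 854 in T (3.64-fold), 826 and 791 in L (1.84-fold) and 1012 and 551 in S (1.29-fold), and the cause was not tested. Stray reads falling at random, in proportion to gene length, were tested on 288 genes whose reads were resolved. Genes without reads numbered 145 in E, 102 in T, 79 in L and 127 in S, while the highest number in 1000 random draws was 94, 48, 32 and 34, and in each of the 8 libraries alone no draw left as many genes without reads either. The draws place every read as a separate molecule, and amplified copies of few molecules would also leave more genes without reads, so an even spread at random stays open. The rank correlation between the 2 libraries of a phase did not stand apart from the draws, being 0.292, 0.468, 0.493 and 0.490 against means of 0.284, 0.392, 0.487 and 0.467 in the draws, with 52 of 1000 draws as high in T and more in the other phases. The run held 0.0180% of the ribosome profiling sum of protein-coding genes in E, 0.0371% in T, 0.0384% in L and 0.0327% in S. Stray reads that favour some genes were not tested, and the growth phase stays among the open explanations, as untested.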

How the results depend on the processing

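Settings chosen only after the data were seen were limma-trend on the recovered libraries in place of the authors' test, TMM factors in limma-trend, slopes of genes with at least 500 counts, camera on the recovered libraries, and sites of class S alone. With the files used here, no paired analysis was possible for RNA-Seq and translational efficiency. The columns of their tables are phase means, the recovered RNA-Seq libraries carry no replicate number, and counts per library were not among these files. The study states that raw read counts of both assays are publicly available. In ribosome profiling, differences between replicates 1 and 2 correlated between phases across 5620 genes with Pearson's r from -0.0976 (T and S) to 0.237 (E and T). Across the 2589 of them with a mean of at least 100 normalized reads, r ranged from -0.397 (T and S) to 0.353 (L and S). Spearman's rho there ranged from -0.00625 (E and S) to 0.228 (E and T) and was 0.104 for T and S. These values do not settle whether libraries with the same number are paired. The main fits treated them as sharing only a number. With the replicate number as a block, limma-trend gave 2002 genes in T, 2536 in L and 3410 in S against E, 708 from T to L and 1509 from L to S, and camera gave an adjusted p of 0.000131 for avermectin and 1.77e-06 for SAVERM_2890 to SAVERM_2902. The block changed no call of a list or named gene and moved no count by over 1.5 times. Assignment of sites to the nearest codon was not run, since the annotation used here holds no strands, and list tests on libraries were not run for lists with fewer than 80% of members resolved.

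Of 128 counts of genes under alternatives other than leaving out a library, 118 stayed within 1.5 times the reported count. The fold threshold of 1 lowered the counts of RNA-Seq in T (999) and L (2019) against E, in L against T (813) and in S against L (1221), and of ribosome profiling in T against E (905), L against T (344) and S against L (779), as a stricter criterion must. With the 2 compared phases alone in the model, limma-trend gave 2274 genes in ribosome profiling from L to S, and for translational efficiency 0 genes in T (453 at an unadjusted p under 0.05, and from all libraries 34 or 38 by edgeR and 74 by DESeq2) and 314 in S, and the cause was not tested.

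Leaving out a library kept 34 of 64 counts within 1.5 times, with a lone library assumed to vary like the other phases. In RNA-Seq, the count from T to L ranged from 955 to 1404 and was 1146 without the shallower T library, 1075 without the deeper and 955 without the shallower L library. The count from L to S ranged from 1467 (without the shallower L library) to 2365 and was 1542 without the deeper L library. In ribosome profiling, the count from T to L ranged from 88 (without the deeper L library) to 415, with 145 without the shallower L library and 254 without the deeper T library. The count from L to S was 590, 610, 657 and 721 without the deeper L, shallower L, deeper S and shallower S library. For translational efficiency in T, the count was 10 and 19 without the deeper and the shallower RNA-Seq library of E, 12 and 1 without those of T, and 170 and 228 without the deeper and the shallower ribosome profiling library of E. In L, it was 235 and 226 without the RNA-Seq libraries of E, 140 and 108 without those of L, 176 and 189 without the ribosome profiling libraries of L, deeper first, and 694 without the deeper ribosome profiling library of E. In S, it was 487 and 483 without the RNA-Seq libraries of E, deeper first, 459 without the deeper RNA-Seq library of S, 369 without the shallower ribosome profiling library of S and 1107 without the deeper ribosome profiling library of E. Fewer libraries can lower a count, but neither the size of the falls nor the cause of the higher counts was tested.

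The slope of ribosome profiling on RNA-Seq had fewer than 5 of 100 simulated slopes below it in 35 of 36 alternatives, with 2 below it in T without the shallower ribosome profiling library of E (0.918). The exception was T at 500 counts or more, where the slope of 0.972 lay above the simulated mean of 0.924. With the correlation estimated between genes, the list tests of avermectin in RNA-Seq and in ribosome profiling, and of SAVERM_2890 to SAVERM_2902 in ribosome profiling, each had an adjusted p of 0.0757, and the calls did not hold in that form. Over their other alternatives the adjusted p ranged from 1.62e-06 to 0.000131, from 5.29e-05 to 0.00138 and from 8.38e-07 to 1.18e-05, and fry kept the 3 calls. The test of avermectin in translational efficiency passed the threshold with camera on the recovered libraries (0.0497), was 0.0539 with TMM factors, 0.0726 under fry and 0.234 with the estimated correlation, and without a library ranged from 0.0072 (without the deeper ribosome profiling library of E) to 0.289 (without the shallower RNA-Seq library of S). It was also past the threshold without the shallower RNA-Seq library of E (0.0424), the deeper RNA-Seq library of S (0.00912) or the shallower ribosome profiling library of S (0.0152). The cause was not tested.

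For start sites, class S alone gave a median of 130 nt and a leaderless share of 1.06%, the definition of 0 nt gave 24.1%, and the sites of higher signal gave 23.1%. The median of the 3′ untranslated region was 69 nt in a window of 300 nt and in class P alone and 65 nt for the sites of higher signal. The pairings of libraries and the leaderless difference kept their direction and call under all alternatives run. Of 423 values of single genes, 417 kept direction and call, and the exceptions were SAVERM_2900 in ribosome profiling and SAVERM_5560 in RNA-Seq, neither past the threshold as reported. SAVERM_2900 passed it without the deeper ribosome profiling library of E (-2.11) and had the opposite sign without the shallower one (1.72). The expression filter kept 5620 of 7502 resolved genes in ribosome profiling and 6330 of 7277 in RNA-Seq, and genes under it were not tested by limma-trend. Without the shallower ribosome profiling library of E, which held 1276195 reads in resolved genes, limma-trend gave 2127, 2476 and 3277 genes in T, L and S in ribosome profiling, against 1883, 2466 and 3356 with it. For translational efficiency it gave 228, 532 and 744, against 51, 377 and 735. Whether the depth of that library limits the lower counts was not tested apart from its other differences.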

Other observations

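In this part, the simulated slopes and the slopes without a library were planned, but their use as tests of noise and of unequal depth was chosen only after the result was seen, as were the minimum of 500 counts and the split of the low count test by comparison. The tests of RNA-Seq level and of position were set before their results were seen.

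Changes in ribosome profiling followed those in RNA-Seq with slopes under 1, at 0.853 in T, 0.771 in L and 0.844 in S. A slope gives the mean change in ribosome profiling per change in RNA-Seq. It does not compare the spread of the changes in the 2 assays, which was not tested. Noise in the RNA-Seq estimates lowers a slope, but the mean simulated slopes under that noise were 0.933, 0.967 and 0.982, and 0 of 100 simulated slopes lay below the observed one in each comparison. Without the shallower ribosome profiling library of E, 2 of 100 lay below it in T (0.918). An instrumental slope, which uses 1 pair of RNA-Seq libraries to correct for noise in the other, was higher, at 0.945 in T, 0.826 in L and 0.877 in S, and 0 of 100 simulated slopes lay below it in each comparison (lowest simulated slopes 0.971, 0.981 and 0.981). Noise alone is therefore argued against in the 3 comparisons. A compression of changes at low counts, through the pseudocount or stray reads, was tested on 801 genes with at least 500 counts. Their slope was 0.972 in T, with 98 of 100 simulated slopes below it, so that low counts may explain the lower slope in T. In L and S the slopes were 0.851 and 0.882 with no simulated slope below them, which argues against low counts as the whole cause there. The depth of the 2 ribosome profiling libraries of E was unequal (4.24-fold). Without the deeper or the shallower of them, the slopes were 0.724 and 0.818 in L and 0.809 and 0.878 in S, each with 0 of 100 simulated slopes below it, so unequal depth is argued against as the whole cause in L and S. A lesser mean change in ribosome occupancy per change in transcript abundance in L and S stays open as a hypothesis, beside differences between library preparations that the labels do not record.

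Genes with leaderless start sites had lower translational efficiency in E than genes with leadered ones, by a log2 difference of -0.28. Their RNA-Seq level was lower as well, with a mean log2 value of 8.87 against 9.58. Within 5 groups of equal size by RNA-Seq level, the difference ranged from -0.36 to -0.13, and its mean weighted by leaderless genes was -0.29, so a difference in RNA-Seq level is argued against as the cause. Gene length, GC content and errors in annotated starts were not tested, and a start codon annotated upstream of the true one could turn a leadered site into another class, so the difference remains a hypothesis.

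Genes nearer the ends of the gene order tended to rise more in S, which was tested as a hypothesis on position. In the authors' deposited table the median log2 fold change in RNA-Seq was 0.43 over the 20% of genes at each end and -0.13 over the central genes. The difference of 0.56 was as large in 2865 of 7583 circular shifts of the gene order (permutation p = 0.378), and in ribosome profiling the difference of 0.31 had p = 0.551. Position cannot be told apart from chance in this test, since neighbouring genes change together and few placements are independent.

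The longest stretch of the chromosome without a start site ran for 332593 nt between positions 279919 and 612512, against a median spacing of 2337 nt, and that without a 3′ end ran for 226667 nt between 387600 and 614267. The first position of each stretch belongs to a site linked to the run of genes without RNA-Seq reads.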
